A study of Mus musculus with 6 samples.

How the data were processed

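Poly(A)-enriched RNA was sequenced from ADC106 cells, a mouse angiosarcoma line, transfected with 12.5 nM of either an NC mimic or an miR-497 mimic and harvested 3 days later, per the labels' protocols. Each of the 2 groups had 3 libraries. The groups and the replicate numbers 1 to 3 were taken from the sample titles. The deposited values were raw counts of reads per gene, whole numbers that the authors had not normalized, for 55401 mouse Ensembl gene identifiers without version numbers. Neither the labels nor the table stated the aligner, the counting tool, the genome build, the annotation release, the strand setting or how reads that align to several places were handled. The totals per library ranged from 25777676 to 36159499 counts. No read of the mimic itself can be expected from poly(A) libraries, which do not capture mature microRNAs.

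From these counts, gene symbols were attached by identifier from the GENCODE M21 annotation, which matched 55141 of the 55401 identifiers. Since the build behind the counts was not stated, no genome coordinates are given. The coding sequences and 3' UTRs came from the M21 transcripts, with the longest 3' UTR of each gene's protein-coding transcripts used for site searches; 21023 genes had one. Gene length and GC content were known for 99.9% of the tested genes. Exons of genes on opposite strands were compared in the same annotation to find genes whose reads could be lost or shared when strand is not used.

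Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and a quasi-likelihood F-test was run with the group as the only term. All p-values were 2-sided and adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. The unit CPM, used for expression levels, refers to library sizes scaled by TMM. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Fold changes are miR-497 over NC.

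Gene lists were tested with limma 3.58.1 camera on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. The p-values were adjusted by Benjamini-Hochberg over 6 lists. These were a list of 24 genes named as targets of the miR-16 family (miR-15, miR-16, miR-195 and miR-497 share a seed), written from general knowledge; genes with 3' UTR sites for miR-497-5p; genes with sites for the opposite strand, miR-497-3p; lists of G1/S and G2/M genes; and a list of 30 interferon-stimulated genes. A miR-497-5p site was TGCTGCT (7mer-m8, or 8mer when followed by A) or GCTGCTA (7mer-A1), and a miR-497-3p site was GTGGTTT or TGGTTTA. The 6mer inside both kinds of site was recorded but not counted as a site. Site sets were compared with other tested genes that have a 3' UTR, and with 10000 random draws of genes without a site from the same of 10 bins of 3' UTR length and 10 bins of mean expression. The draws resampled genes rather than libraries, so their p-values treat genes as independent. Single measures per library were compared with exact 2-sided permutation tests, which cannot go below 0.1 with 3 against 3.

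The grouping, the tests, the gene lists, the named-gene rule and most alternatives were chosen before the data were examined. The alternatives added later were GC and length offsets for the gene lists, with and without the replicate block. Genes named in the text were the 6 with the largest rise and the 6 with the largest fall among genes with an adjusted p under 0.05, a mean log2 CPM of at least 2 and all 3 miR-497 values on one side of all 3 NC values. Every member of the target list was included as well, with full statistics for the 10 with the smallest p. The results of 2 members are not reported here one by one; they enter the counts and tests of the list. Genes named outside this rule were chosen after their values were seen. The replicate numbers are shared between the groups, so the edgeR and camera tests were also fitted with the number as a block; the matched draws, the permutation tests of single measures and the word rankings were not. The labels do not say whether equal numbers mark wells transfected together.

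The alternatives for the counts of genes and the named genes were other scalings (DESeq2 size factors and upper quartile), no filter and a filter at a mean count of 50, the DESeq2 1.42.0 Wald test, limma voom, the replicate block, per-library GC and length offsets, both together, and leaving out each library in turn. Gene lists were refitted with DESeq2 size factors, both filters, the replicate block, the offsets, each library left out, a prior count of 0.5 and an inter-gene correlation estimated from the data, and the site sets also with 8mer sites only, the shortest 3' UTR and matched genes. Sequence words were ranked in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, after the trends of fold change with length and GC content were removed; they left out 4 genes with a 3' UTR shorter than 7 bases.

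The tests were tried on simulated data. In 5 simulations with the means and library sizes of the real libraries and 200 changed genes among 14379, edgeR recovered 85.7% of the changed genes, and 4.47% of its calls were unchanged genes. With gene-specific dispersions (14367 genes), the recovery was 83.6% and the share of unchanged genes among the calls was 8.01%, above the nominal 5%. All changed genes were set 2-fold higher or lower, in equal numbers. In the real data 49.8% of tested genes were called, most with changes under 2-fold, so these shares need not hold there. With 14370 genes, camera gave a median difference of -0.49 for a planted set of 50 genes, and 3% of 200 random sets fell under 0.05. The simulated genes were drawn independently of each other. This share therefore cannot test the preset correlation of 0.01 for lists whose genes vary together. In both sequence regions, 5 of 5 planted words ranked first (12856 genes with 3' UTRs and 6996 genes with coding sequences). Sequence coverage along transcripts and alternative isoforms cannot be read from gene counts and were left out.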

Results

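To describe the genes that respond to miR-497 in angiosarcoma, a malignant tumour of vessel-lining cells, RNA was sequenced from the mouse angiosarcoma line ADC106. The cells had been transfected with a microRNA mimic, a short synthetic RNA duplex whose guide strand directs Argonaute proteins to transcripts that pair with its seed. One group received an miR-497 mimic and the other a mimic labelled NC, both at 12.5 nM, and RNA was collected after 3 days. Each group had 3 libraries. Untransfected or mock-transfected cells were not analysed here. The total counts were 32554842, 36159499 and 28525751 in NC libraries 1 to 3, and 25777676, 32126726 and 29937080 in miR-497 libraries 1 to 3. Mean totals were 32413364 for NC and 29280494 for miR-497 (exact permutation test, 2-sided, p = 0.4; the smallest p possible with 3 against 3 is 0.1).

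Libraries of one group were closer to each other than to those of the other group. Over the 6 pairs within a group, Pearson correlations of log2 CPM across genes ranged from 0.987 to 0.991, and over the 9 pairs between groups they ranged from 0.965 to 0.970. Genes are not independent replicates, so these values only describe similarity. In a chi-square comparison of counts, the statistic per degree of freedom was 8.12 to 12.8 within groups and 101 to 124 between groups. No pair of libraries matched within sampling noise, and all 6 were kept as separate replicates. The first principal component held 61.4% of the variance and separated the groups, and the second held 12.6%. Mitochondrially encoded genes took 2.11% ± 0.0698 of the counts in NC libraries and 3.30% ± 0.428 in miR-497 libraries (SD, n = 3; exact permutation test, p = 0.1, the smallest possible). The 10 genes with the most counts took 5.83% ± 0.208 and 6.56% ± 0.494 (SD, n = 3; exact permutation test, p = 0.1).

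Of 14661 genes tested, 7307 (49.8%) had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Expression was higher with miR-497 for 3490 genes and lower for 3817. Most changes were small, and 6014 of the called genes changed by less than 2-fold. At least 2-fold changes were found for 532 higher and 761 lower genes. Without adjustment, 8121 genes had p under 0.05. All 3 miR-497 values lay on one side of all 3 NC values for 8419 genes, or 57.4%, where chance gives 10% for 3 against 3. The biological coefficient of variation between replicates was 8.78%, and the median log2 fold change over all tested genes was -0.02. With the replicate number as a block, 3177 genes were higher and 3563 lower, of which 3155 and 3536 were also called without the block. The deviations of same-numbered libraries from their group means had a mean correlation across genes of -0.096 (-0.12, -0.035 and -0.13 for numbers 1 to 3). None of the 3 correlations was positive. The count of higher genes moved most with upper-quartile scaling, to 3998, and the count of lower genes moved most with the block plus GC and length offsets, to 3087.

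**Figure D1:**
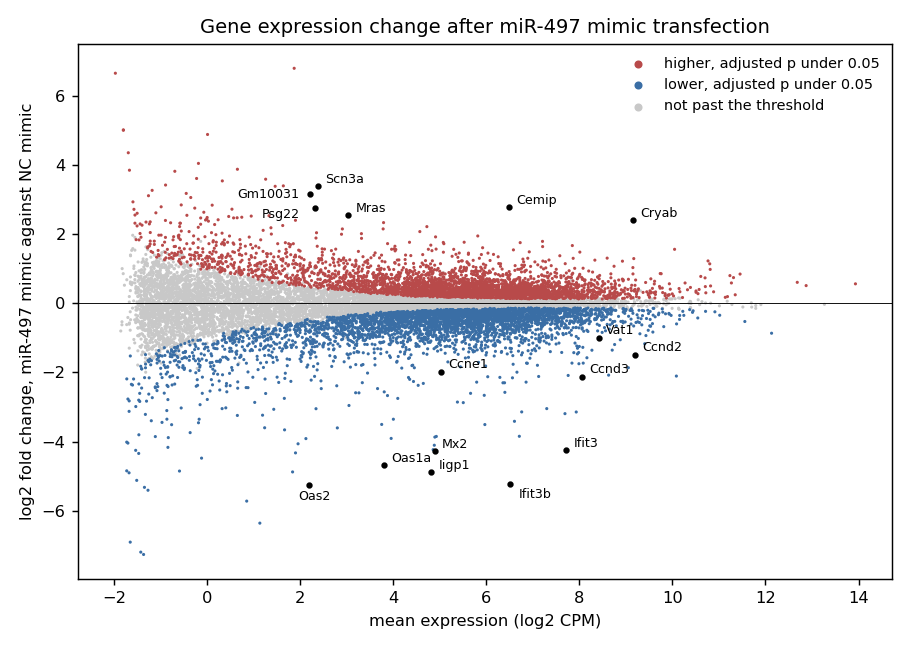
Each point is 1 of the 14661 tested genes, plotted by mean expression (log2 CPM, x axis) and log2 fold change of miR-497 over NC (y axis), with named genes in black. Genes with an edgeR adjusted p under 0.05 are red when higher (3490) and blue when lower (3817). Genes named for the largest changes needed a mean log2 CPM of at least 2 and ran from -5.26 for Oas2 to 3.39 for Scn3a. Some genes below that expression level changed more, such as 4931408C20Rik at 6.80 and Alb at -6.36.

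Among genes that met the naming rule, the largest rise was in Scn3a (ENSMUSG00000057182), from 0.935 ± 0.425 CPM with NC to 9.59 ± 0.783 CPM with miR-497 (SD, n = 3). Its log2 fold change was 3.39 (SE 0.249, edgeR adjusted p = 9.2e-09). Cemip (ENSMUSG00000052353) rose from 22.8 ± 0.542 to 156 ± 11.6 CPM, a log2 fold change of 2.78 (SE 0.0677, edgeR adjusted p = 3e-14). Mras (ENSMUSG00000032470) rose from 2.41 ± 0.204 to 14.1 ± 0.444 CPM, by 2.54 on the log2 scale (SE 0.143, edgeR adjusted p = 3.5e-10). Cryab (ENSMUSG00000032060), with 17.0% of its exon bases under an opposite-strand gene, rose from 183 ± 3.38 to 963 ± 81.6 CPM, by 2.40 (SE 0.0651, edgeR adjusted p = 8.3e-14). For Psg22 (ENSMUSG00000044903), expression went from 1.27 ± 0.50 to 8.68 ± 0.826 CPM, with a log2 fold change of 2.77 (SE 0.240, edgeR adjusted p = 6.3e-08). Psg22 belongs to a multigene family, so reads shared with its relatives make this value uncertain. The rise of Gm10031 (ENSMUSG00000101523) was uneven, with counts of 37, 24 and 30 in NC libraries and 181, 45 and 504 in miR-497 libraries. Its log2 fold change was 3.15 (SE 0.578, edgeR adjusted p = 0.00022), and it ran from 2.18 to 3.66 when single libraries were left out. With the replicate block the 6 rises were between 2.40 and 3.41.

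Among genes that met the same rule, the largest fall was in Oas2 (ENSMUSG00000032690), from 8.52 ± 1.49 CPM with NC to 0.221 ± 0.150 CPM with miR-497 (SD, n = 3), a log2 fold change of -5.26 (SE 0.339, edgeR adjusted p = 2e-09). Ifit3b (ENSMUSG00000062488) went from 177 ± 17.5 to 4.76 ± 0.290 CPM, with a log2 fold change of -5.22 (SE 0.0915, edgeR adjusted p = 5.8e-16). Ifit3 (ENSMUSG00000074896), its close paralog, went from 399 ± 43.4 to 20.97 ± 1.86 CPM, with -4.25 (SE 0.0868, edgeR adjusted p = 3.5e-15). Iigp1 (ENSMUSG00000054072) had a log2 fold change of -4.89 (SE 0.169, edgeR adjusted p = 1.1e-12), from 53.9 ± 8.96 to 1.82 ± 0.575 CPM. For Oas1a (ENSMUSG00000052776), the change from 26.3 ± 5.44 to 1.04 ± 0.216 CPM gave -4.68 (SE 0.188, edgeR adjusted p = 7.8e-12). For Mx2 (ENSMUSG00000023341), 56.1 ± 8.03 and 2.89 ± 0.400 CPM gave -4.28 (SE 0.126, edgeR adjusted p = 1.7e-13). The Ifit, Oas, Mx and Iigp genes have similar relatives, and the split of reads between copies is uncertain because the handling of multiply aligned reads was not stated. With the replicate block the falls were between -5.26 and -4.24.

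Before other lists were compared, known targets of the miR-16 family, which shares its seed with miR-497-5p, served as a check of the labels. The loci Mir497, Mir497b, Mir195a and Mir195b had 0 counts in all 6 libraries, so the mimic itself could not be followed. Of the 24 listed targets, 23 were tested, and 21 were lower and 1 higher with miR-497 at an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg). Adjusting over the list alone gave the same 21 and 1. Wee1 was listed at 0 in all libraries. The list's mean log2 CPM, relative to its NC mean, was 0.02, -0.04 and 0.02 in NC libraries and -0.87, -0.78 and -0.9965 in miR-497 libraries. The median log2 fold change of the list was -0.73, against -0.02 for other genes, a difference of -0.71 (limma camera, adjusted p = 3.3e-09). With the replicate block the camera adjusted p was 1.6e-08. The correlation of -0.096 given above describes same-numbered libraries and is not a setting of camera. Estimating the inter-gene correlation from the data moved the p-value of the target list most, to a camera adjusted p of 0.187.

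Among the listed targets, Ccnd3 (ENSMUSG00000034165) fell from 432 ± 8.86 to 99.4 ± 11.5 CPM (SD, n = 3), a log2 fold change of -2.12 (SE 0.0715, edgeR adjusted p = 8.3e-13). Its 3' UTR of 915 bases held 2 sites for miR-497-5p. Ccnd2 (ENSMUSG00000000184) fell from 858 ± 44.2 to 306 ± 21.5 CPM, with -1.49 (SE 0.0630, edgeR adjusted p = 1.4e-11) and 3 sites in a 3' UTR of 5173 bases. Ccne1 (ENSMUSG00000002068) fell from 51.8 ± 2.20 to 13.1 ± 1.96 CPM, with -1.99 (SE 0.0953, edgeR adjusted p = 6e-11) and 2 sites in 531 bases. Arl2 (ENSMUSG00000024944) fell from 32.9 ± 1.41 to 9.51 ± 1.46 CPM, with -1.79 (SE 0.106, edgeR adjusted p = 6.5e-10) and 4 sites in 284 bases. Cdk6 (ENSMUSG00000040274) went from 88.1 ± 5.49 to 38.1 ± 2.79 CPM, with -1.21 (SE 0.0720, edgeR adjusted p = 7.4e-10). Vat1 (ENSMUSG00000034993) went from 455 ± 11.5 to 227 ± 11.4 CPM, with -1.003 (SE 0.0546, edgeR adjusted p = 2.5e-10). Anln (ENSMUSG00000036777), which had only a 6mer in its 3' UTR, went from 154 ± 6.04 to 72.5 ± 11.4 CPM, with -1.09 (SE 0.0841, edgeR adjusted p = 1.6e-08). Smaller falls were found for Insr (ENSMUSG00000005534; -0.89, SE 0.0744, edgeR adjusted p = 4.5e-08) and Fgfr1 (ENSMUSG00000031565; -0.71, SE 0.0487, edgeR adjusted p = 4.1e-09).

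A further 10 lower targets, Yap1, Map2k1, Vegfa, Cdc25a, Kif23, Chek1, Igf1r, Bcl2, Ccnd1 and E2f3, had log2 fold changes from -1.18 to -0.23 and edgeR adjusted p-values from 4.6e-08 to 0.0089. Opposite-strand genes cover 23.4% of the exon bases of Ccnd1, which makes its value uncertain if strand was not used in counting. In all, 9 targets were lower by at least 2-fold, 20 of the 21 lower targets had a 7mer or 8mer site and 13 had an 8mer. Hmga2 was higher, from 893 ± 40.6 to 1062 ± 49.4 CPM (SD, n = 3; log2 fold change 0.25, SE 0.0581, edgeR adjusted p = 0.0017). Kcnn4, at 0.763 ± 0.377 and 0.530 ± 0.264 CPM, did not pass the threshold (-0.52, SE 0.519, edgeR adjusted p = 0.427). It had 7 to 39 counts per library. Its change was about as large as its standard error, so a fall is neither shown nor excluded.

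**Figure D2:**
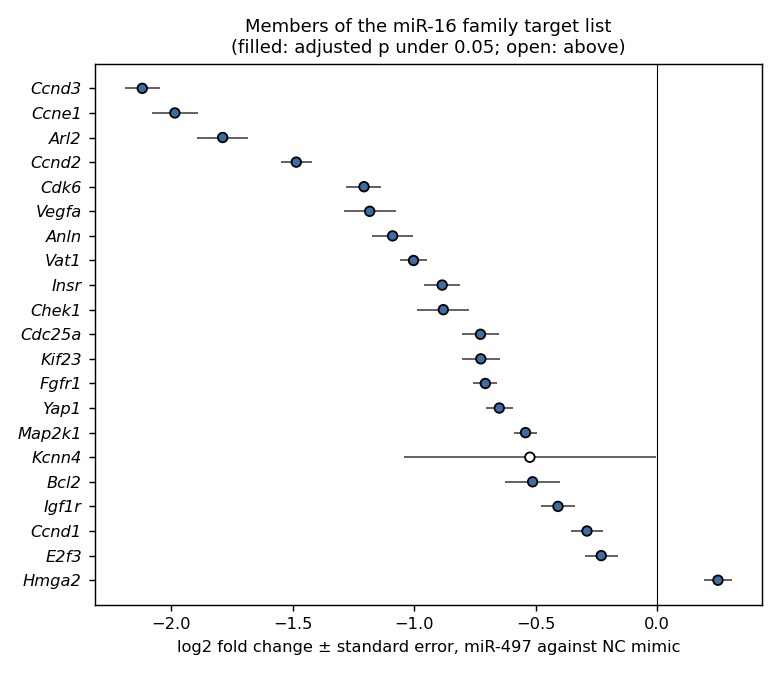
Log2 fold change of miR-497 over NC (x axis) for 21 of the 23 tested genes of the miR-16 family target list (y axis), with bars of ± 1 standard error and filled points where the edgeR adjusted p was under 0.05. Of the plotted genes 19 lie left of 0 with filled points, Kcnn4 is open at -0.52 with the widest bar, and Hmga2 alone lies to the right at 0.25.

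Sites for the guide strand were then compared across the transcriptome. Of 12860 tested genes with a 3' UTR, 3617 had a 7mer or 8mer for miR-497-5p. Their median log2 fold change was -0.17, against 0.02 for the 9243 genes without, a difference of -0.19 (limma camera, adjusted p = 8.6e-05). With the replicate block, which cannot change the difference of -0.19 in this balanced design, the camera adjusted p was 0.00013. The mean correlation of same-numbered libraries was -0.096, as given above. Against genes matched on 3' UTR length and mean expression the difference was -0.22 (permutation by 10000 matched draws, p = 0.0002, the smallest these draws can give). The median was -0.28 for the 593 genes with an 8mer, -0.14 for the 2599 with a 7mer-m8, -0.14 for the 425 with a 7mer-A1, -0.02 for the 2247 with a 6mer and 0.04 for the 6996 with none. Of genes with an 8mer, 49.9% were lower and 12.8% higher, while of genes with none, 21.9% were lower and 28.8% higher. The median also fell with the number of sites, from 0.02 without a site to -0.13 with 1 site (2462 genes), -0.23 with 2 (759 genes) and -0.25 with 3 or more (396 genes). A site was carried by 40.5% of the 3657 lower genes with a 3' UTR, by 24.9% of the 5932 not called and by 20.1% of the 3271 higher genes. Thus 59.5% of the lower genes had no such site in the longest 3' UTR.

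The labels do not say which strands the mimic delivers, so sites for miR-497-3p were compared in the same way. The 3085 genes with such a site differed from other genes by 0.00046 in median log2 fold change (limma camera, adjusted p = 0.999). With the replicate block the camera adjusted p was 0.957, and the mean correlation of same-numbered libraries was -0.096. Against matched genes the difference was -0.01 (permutation by 10000 matched draws, p = 0.284). The 406 genes with an 8mer had a median of -0.02 and the 6586 genes without any site -0.03.

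**Figure D3:**
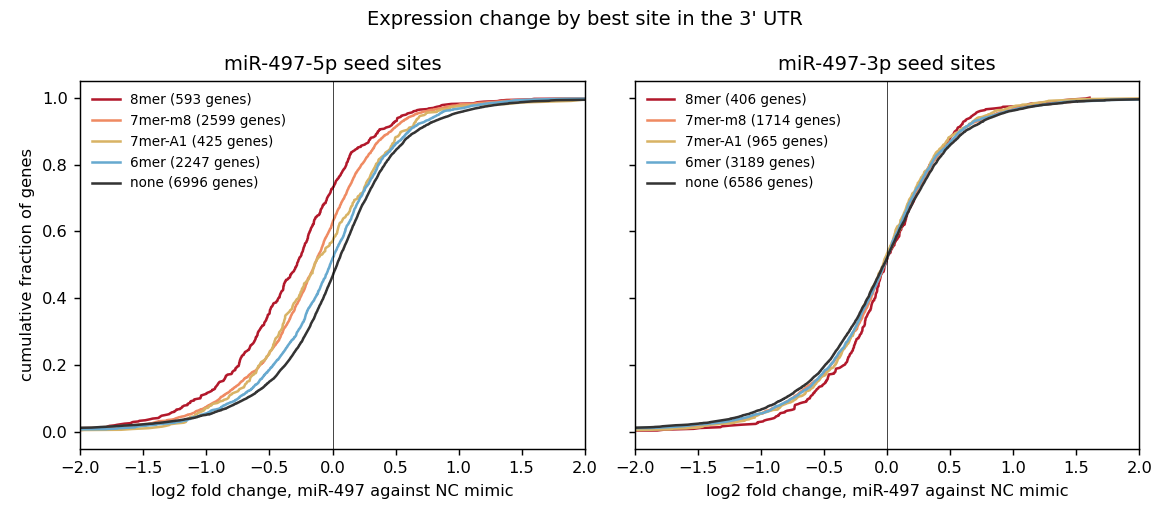
Cumulative fraction of genes (y axis) against log2 fold change of miR-497 over NC (x axis), by the best site in the 3' UTR for miR-497-5p (left) and miR-497-3p (right). On the left the 8mer curve (median -0.28) lies furthest left and the curve of genes with no site (0.04) furthest right near 0, while on the right the curves lie close together, with medians from -0.03 to -0.02.

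Cell cycle and interferon genes were compared as lists. Of the 42 tested G1/S genes, 34 were lower and 4 higher, and the list's median differed from other genes by -0.52 (limma camera, adjusted p = 7.9e-08). Of the 54 G2/M genes, 50 were lower and 1 higher, with a difference of -0.69 (camera adjusted p = 2.4e-13). All 29 tested interferon-stimulated genes were lower, 28 of them by at least 2-fold, with a difference of -2.85 (camera adjusted p = 2.3e-19). With the replicate block the camera adjusted p-values were 3.2e-07, 1.5e-12 and 3.1e-19 for the 3 lists. The mean correlation of same-numbered libraries was -0.096. In this balanced design the block cannot change the differences themselves. Relative to its NC mean, the interferon list lay at 0.05, 0.10 and -0.15 in NC libraries and at -2.79, -2.99 and -2.93 in miR-497 libraries. For G2/M genes the miR-497 libraries lay at -0.63, -0.59 and -0.85, and for G1/S genes at -0.42, -0.42 and -0.59. When the inter-gene correlation was estimated from the data, the camera adjusted p was 0.187 for the interferon list and 0.258 for both cell cycle lists.

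**Figure D4:**
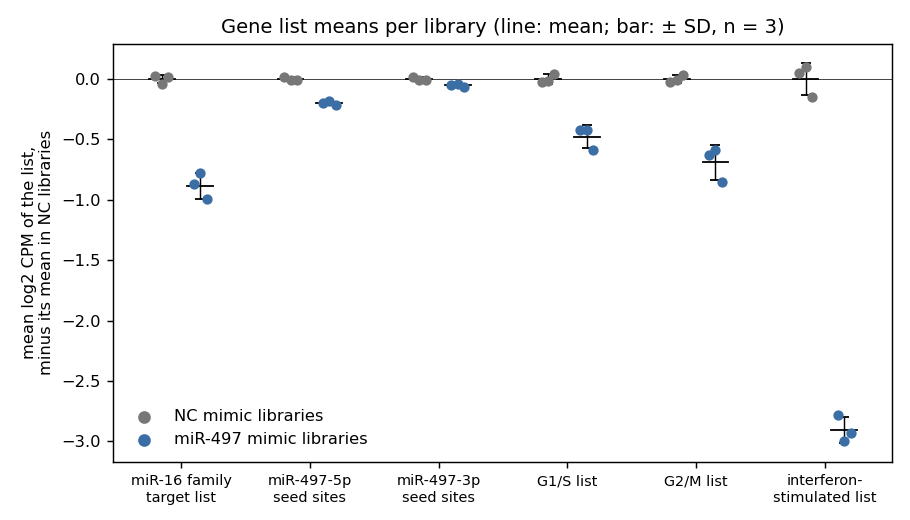
Mean log2 CPM of each of the 6 gene lists (x axis) in each library, minus the mean of the list in NC libraries (y axis), with grey points for NC, blue for miR-497, lines at group means and bars of ± 1 SD (n = 3), without subtracting the change of other genes. The miR-497 libraries lie below all NC libraries for every list, by the most for interferon-stimulated genes (-2.79 to -2.99) and by the least for miR-497-3p sites (-0.04 to -0.07).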

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

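The GC and length offsets for gene lists, alone and with the replicate block, were chosen only after the results were seen; the other settings were set in advance.

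The numbers of higher and lower genes stayed within 1.5 times their main values under all 15 alternatives, from 3029 to 3998 higher and from 3087 to 3995 lower. Of the called genes, 47.8% were higher, and the share ran from 46.4% (no filter on low counts) to 54.4% (GC and length offsets). No setting moved the median fold change of all genes by more than 0.052 on the log2 scale. Direction counts near balance therefore carry no firm statement on whether more genes rose or fell. The 6 fits that each left out 1 library gave 3029 to 3350 higher and 3374 to 3608 lower genes, of which 2938 to 3166 and 3305 to 3436 were also called with all libraries.

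Changes of at least 2-fold were fewer when genes with a mean count under 50 were removed, at 313 higher and 495 lower against 532 and 761. This filter left 11641 genes in the test in place of 14661; the cause was not tested further. The leave-one-out fits gave 481 to 565 higher and 718 to 818 lower. The other alternatives stayed within 1.5 times the main counts.

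For the 35 named genes, 523 of 524 pairs of gene and alternative kept the direction and the side of the threshold. E2f3 was the exception, with an edgeR adjusted p of 0.0763 under the replicate block with GC and length offsets, against 0.0067 to 0.0763 over its alternatives. Gm10031 ran from 2.18 to 3.66 across the fits that left out 1 library.

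With the inter-gene correlation estimated from the data in place of 0.01, 5 lists no longer passed the threshold. Their differences, which this setting cannot change, were -0.71 for the target list, -0.19 for miR-497-5p sites, -0.52 for G1/S, -0.69 for G2/M and -2.85 for interferon-stimulated genes. The camera adjusted p was 0.187 for the target, miR-497-5p and interferon lists and 0.258 for both cell cycle lists. Under their other alternatives these 5 lists kept their direction and stayed past the threshold. The lowest adjusted p over the alternatives was 2.5e-12 for the target list, 7.5e-07 for miR-497-5p sites, 3.2e-10 for G1/S, 3.4e-18 for G2/M and 3e-28 for interferon-stimulated genes. The cause was not tested. The differences ranged from -0.79 to -0.68 for the target list, from -0.27 to -0.17 for miR-497-5p sites, from -0.55 to -0.47 for G1/S, from -0.75 to -0.60 for G2/M and from -2.95 to -2.78 for interferon-stimulated genes.

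The miR-497-3p difference lay near 0 throughout and changed sign. It was -0.0151 with a mean count of at least 50, -0.00979 with the shortest 3' UTR and -0.0114 against matched genes, and it ran from -0.00919 to 0.0120 across the 6 leave-one-out fits. Its adjusted p, or the p of the matched draws, was never under 0.284. The cause was not tested.

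The value for Kcnn4, a gene with few counts, depended on single libraries. Kcnn4 had 7 to 39 counts per library, and its log2 fold change ran from -0.83 to -0.07 when single libraries were left out.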

Other observations

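The tests on sample labels, on genes listed at 0 and on the word CCGGTG were chosen only after the result was seen; the patterns in the interferon genes, in the coding sequence and in the cell cycle genes were noticed first, and what each test should show was written before its outcome was known.

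The 6 libraries can be split into 3 against 3 in 10 ways. Of these, 4 part all 3 same-numbered pairs as the real split does, and the other 6 part only 1 pair. Among those 4, only the real split (1 of 4) gave as many higher genes, lower genes, or genes changed at least 2-fold in either direction. Only the real split (1 of 4) gave as small a camera p for the target list, the G1/S and G2/M lists and the interferon list. For miR-497-5p sites, 2 of 4 splits gave a camera p as small; the other split had a difference of 0.0925 in size, against 0.19 in the real split. For miR-497-3p sites it was 4 of 4. With 4 splits the share cannot go below 1 of 4, so a coincidental grouping cannot be excluded by this count alone. Of all 9 other splits, 8 gave 0 genes at an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), with 82 to 294 genes at an unadjusted p under 0.05, and 1 split gave 1 gene. Each of them still sets 2 libraries of one mimic and 1 of the other against the reverse, so part of the mimic difference remains in them.

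The fall of interferon-stimulated genes with miR-497 was the largest of the list differences. Direct targeting through 3' UTR sites does not account for it by itself, since the 22 of 29 members without a miR-497-5p site had a median of -2.96, close to the -2.87 of the whole list, and 24.1% of members had a site against 28.1% of tested genes. Several technical explanations were compared with the size of the fall. The list median moved by 0.0624 over 4 scalings, was -2.87 after all libraries were thinned to the smallest total, -2.79 with GC and length offsets and -2.29 for members outside families of similar genes. The target list mean was below all NC libraries in 3 of 3 miR-497 libraries, which goes against exchanged labels. The scalings, the thinning and the offsets changed fold changes by far less than the fall, so they speak only for biases of the size they capture. The labels give no batch, and reads from other cells were not tested for. One explanation stays open. Transfected RNA duplexes can raise interferon-stimulated genes depending on their sequence, and the NC mimic may have raised them where the miR-497 mimic did not. With 0 untransfected or mock-transfected libraries, a response to the NC mimic cannot be told apart from a fall caused by miR-497. Ifnb1, chosen after its values were seen and too low to be tested, had counts of 9, 26 and 4 in NC libraries and 0, 7 and 0 in miR-497 libraries.

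The fall of genes with miR-497-5p sites was larger than the properties tested account for. The difference was -0.22 against genes matched on 3' UTR length and expression, and -0.19 without the genes of the interferon and cell cycle lists. GC and length offsets shifted the medians of genes with and without a site alike, from -0.17 to -0.11 and from 0.02 to 0.08, so the difference stayed at -0.19. This speaks only for the part of GC and length bias that such offsets capture. Among 15809 7-mers in 3' UTRs ranked after length and GC trends were removed, TGCTGCT had rank 1 from the lowest and GCTGCTA rank 2, whereas the miR-497-3p words GTGGTTT and TGGTTTA had ranks 7518 and 8807. As a hypothesis, these data are consistent with repression through the 5p seed spread over many genes with small changes, and they give no sign of 3p activity through 3' UTR sites.

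Sites in the coding sequence may contribute as well. The 2505 genes with a miR-497-5p 7-mer only in the coding sequence had a median of -0.05, and the difference from genes matched on coding length and expression was -0.12 (permutation by 10000 matched draws, p = 0.0002, the smallest these draws can give). Among 15911 7-mers in coding sequences of 6996 genes, TGCTGCT had rank 3 from the lowest, after GCTGCTG and GCTGCTA. GCTGCTG overlaps the seed word by the 6mer, so these ranks are not independent. Codon or amino acid content linked to GCTGCT was not tested separately.

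Cell cycle genes without a counted site fell too. Of 96 members of both lists, the 73 without a 3' UTR site had a median of -0.59, against 0.03 for other genes without a site. The 51 members without a 6mer or longer in the 3' UTR and without a 7-mer in the coding sequence had a median of -0.58, against 0.08 for 4440 other such genes. Sites of other kinds, such as 6mers in coding sequences, were not counted. A candidate explanation is an indirect effect through the D and E cyclins and Cdk6, which fell and carry sites, but no library in this design can separate that from slower growth for other reasons.

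An unexpected word marked genes that were higher with miR-497. The highest-ranked 7-mers in 3' UTRs were CCCGGTG, ACCGGTG and CCGGTGA, which share the hexamer CCGGTG. The 1148 genes with CCGGTG in the 3' UTR had a median of 0.13, and 39.4% of them were higher, against 24.1% of the 11708 genes without it. The median differed by 0.18 from that of genes matched on 3' UTR length and expression, and CCGGTG ranked 1 of 60 hexamers made of the same bases. The median of 0.13 lay above all 10000 matched draws, of which the highest was 0.0078. The mean difference was 0.18 for CCGGTG and 0.046 to 0.10 for the hexamers at ranks 2 to 5. Since the word had been taken from the top 7-mers of the same 3' UTRs, its difference there may be overstated. That choice favoured both outcomes, so neither 3' UTR comparison can exclude length, expression level or base composition as the cause. Coding sequences were compared in the 11712 genes without CCGGTG in the 3' UTR, which here include 4 with a 3' UTR shorter than 7 bases. The presence of CCGGTG in the coding sequence also ranked 1 of 60. Its mean difference was 0.09, against 0.02 to 0.04 for the hexamers at ranks 2 to 5. A candidate explanation is that a guide strand of the NC mimic with CACCGG at positions 2 to 7 lowered these genes in the NC libraries. The sequence of the NC mimic is not in the labels, so this could not be checked, and an RNA-binding protein or another microRNA with the same word would look the same. If it holds, some of the genes higher with miR-497 may reflect release from the NC mimic, though only 13.8% of the 3270 higher genes with a 3' UTR of at least 7 bases carry the word.

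Some protein-coding genes listed at 0 may be lost in counting. Of 33 protein-coding genes whose exons lie fully under exons of an opposite-strand gene in GENCODE M21, 97.0% (32 genes) were at 0 in all 6 libraries, against 26.6% of 15355 genes without such overlap. The share did not rise steadily with overlap. It was 8.67% of 4117 genes with up to 25% of exon bases overlapped and 18.5% of 588 with 25 to 75%, both below the genes without overlap, and 41.3% of 46 with 75 to under 100%. Pdcd2, chosen after its values were seen, is among the 33 fully overlapped genes. For the fully overlapped genes this would be consistent with counting that ignored strand and dropped reads over more than 1 gene, although genes were not matched on how strongly they are expressed elsewhere. Wee1, a member of the target list, was also at 0 in all libraries with 0% of its exon bases under another gene in M21, so overlap in M21 does not explain its 0. The annotation behind the counts was not stated, so an overlap present only there cannot be excluded. No biological explanation was tested for this pattern.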
